A study of Mus musculus with 8 samples.

How the data were processed

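RNA from mouse brain was measured in 8 libraries, 4 labelled TRAP and 4 labelled Input. Translating ribosome affinity purification (TRAP) pulls down a tagged ribosomal protein that is expressed in one cell type, so that the RNA recovered is the RNA bound to the ribosomes of that cell type. The line is described in the labels as an astrocyte TRAP line, and the animals as the first generation of a cross between FVB and C57BL/6 mice. Input libraries were taken from the RNA before the pull-down. Per the labels, mice numbered 1, 2, 4 and 5 each gave 1 TRAP and 1 Input library, and the pairing of libraries was taken from that mouse number. A further number in the names of the deposited files matches between both libraries for mice 4 and 5 but not for mice 1 and 2, and what it stands for is not stated.

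Per the labels' protocols, RNA was purified with a column kit, all samples had RNA integrity scores above 7, ribosomal RNA was depleted before library preparation with NEBNext Ultra II kits, and single-end reads of 150 bases were sequenced on an Illumina HiSeq 3000. The deposited values are raw read counts per gene, not normalised, for 54146 Ensembl gene identifiers, followed by the 5 counters that HTSeq writes for reads it does not assign to a gene. HTSeq is known from those counters. The aligner, genome build, annotation release, strand setting and versions used by the authors are not stated in the labels or the files. Genes that overlap on opposite strands, and genes that share sequence, may therefore have exchanged or lost reads. HTSeq counts a read with several alignments under its not-unique counter once per alignment, so percentages of all counted rows are percentages of HTSeq's tally, not of sequenced reads.

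Gene names, positions and biotypes were taken from the GENCODE M21 annotation of GRCm38 by gene identifier. It matched 54079 of the identifiers and left 67 unmatched, and 1457 genes of that annotation had no identifier in the files. Coordinates are those of GRCm38 in that annotation, and the authors' own build may differ. Sequence sharing was measured as the percentage of the 50-base stretches of a gene's longest transcript that also occurred, on either strand, in transcripts of other genes. Overlap was measured as the percentage of a gene's exon bases lying in exons of other genes.

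TRAP was compared with Input in edgeR 4.0.16 under R 4.3.3, with TMM factors, the filterByExpr filter and a quasi-likelihood test on the counts as deposited, all 8 libraries and the group as the only term. The threshold was a Benjamini-Hochberg adjusted p-value under 0.05, and all tests were two-sided. The same fit with the mouse number as a replicate block was run beside it. Normalised read counts are CPM, counts scaled by the library total with TMM factors. Standard errors of log2 fold changes were calculated as the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Each of 8 gene lists was given a score per library, the mean over its tested genes of log2 CPM with a prior count of 2. List scores and HTSeq counters were compared by an exact permutation test over all 70 splits of the 8 libraries into 4 and 4, whose smallest possible p-value is 0.0286, with Benjamini-Hochberg adjustment over the 8 lists and over the 5 counters with values. Lists were also tested with fry in limma 3.58.1, with and without the replicate block.

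The comparison, the main tests, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined, with some exceptions. An offset for GC content and transcript length was added after seeing the data. Further tests and groupings were chosen after the result was seen, and the text says so where they are given. The genes named are 13 chosen beforehand, of 14, the remaining one being not reported here, together with the 5 largest positive and the 5 largest negative log2 fold changes among named genes past the threshold that had a mean of at least 100 counts and changed in the same direction in all 4 mice. Of the tested genes, 4600 higher and 3873 lower in TRAP met those conditions. Genes named outside that rule were chosen after their values were seen, and the text says so. Xist and 4 Y-linked genes were used per library to check the pairing.

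The alternatives were RLE factors, library totals without a composition factor, DESeq2 1.42.0, no filter on low counts, a filter at a mean of 50 counts, the replicate block, removal of the 10 most abundant genes, counts thinned to the smallest library, the GC and length offset, a prior count of 0.5, the median in place of the mean over list genes, HTSeq percentages over uniquely aligned reads only, and each library left out in turn. The fits were tested on simulated counts with 197 changed genes among 16365 tested. Increases and decreases were simulated in equal numbers, and no difference between mice was simulated. These values therefore do not show how the fits perform where most genes change or where mice differ. The fit without the block recovered 60.9% of the changed genes, 86.3% of those changed by at least 2-fold, and called 12 unchanged genes among its 132 calls. The fit with the block recovered 59.9% and called 7 unchanged genes among 125.

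Counts assigned to genes ranged from 15009769 to 33475413 per library. The smallest abundance a library could show, set at 3 counts, was between 0.0896 and 0.200 CPM. These limits cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. Counts by parental allele, which the allelic part of the study's title would need, were not analysed here. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.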

Results

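The series profiled gene expression in mouse brain with 4 TRAP libraries, made from RNA on the tagged ribosomes of an astrocyte TRAP line, and 4 Input libraries, made from the RNA before the pull-down. By the labels, mice 1, 2, 4 and 5 each contributed a library to both groups. Counts assigned to genes in the Input libraries were 20526933 for mouse 1, 17178604 for mouse 2, 19110090 for mouse 4 and 19569012 for mouse 5. In the TRAP libraries they numbered 30430526, 33475413, 19508243 and 15009769 in the same order. The group means were 19096160 ± 1408062 counts for Input and 24605988 ± 8768625 counts for TRAP (SD, n = 4 each), and did not differ in an exact permutation test (p = 0.371, smallest possible 0.0286). The 10 most abundant genes held between 2.88% and 4.90% of the counts of a library. The labels gave no sequencing batch.

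Libraries of the same group resembled each other more than libraries of different groups. Across genes, which are not independent replicates, the correlation of log2 CPM between libraries ran from 0.990 to 0.992 within Input, from 0.972 to 0.990 within TRAP and from 0.888 to 0.959 between the groups. The first principal component carried 82.4% of the variance. The Input libraries lay between -65.9 and -59.3 on it, and TRAP libraries 1, 2, 4 and 5 lay at 29.9, 61.8, 93.9 and 63.3, so the TRAP libraries were spread more widely. No pair of libraries agreed within sampling noise, since chi-square per degree of freedom over genes was at least 6.06 within Input and 19.3 within TRAP, and all 8 were kept as separate replicates.

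The labels give the same mouse numbers in both groups, and the counts of sex-linked genes gave a check of this. Counts of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) summed to 2217 and 1866 in Input 1 and 4 and to 3992 and 1626 in TRAP 1 and 4, where Xist had at most 1 count. In Input 2 and 5 the same genes summed to 3 and 6, and in TRAP 2 and 5 to 22 and 8. Xist was counted 265 and 240 times in Input 2 and 5, and 167 and 68 times in TRAP 2 and 5. Same-numbered libraries were thus of the same kind, but these counts cannot tell mouse 1 from mouse 4 or mouse 2 from mouse 5. The names of the deposited files give a further number, which is the same in the Input and TRAP libraries of mice 4 and 5 and differs between those of mice 1 and 2, so the pairing of mice 1 and 2 is less certain.

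Aldh1l1 (ENSMUSG00000030088; chromosome 6, 90486427 to 90600203 on the plus strand of GRCm38), an astrocyte marker that often drives the tag in astrocyte TRAP lines, was examined first as a measure of enrichment. Its normalised read count was 50.6 ± 4.06 CPM in Input and 347 ± 93.1 CPM in TRAP (SD, n = 4), from 891 to 11474 counts per library. The log2 fold change was 2.78 (SE 0.19, edgeR adjusted p = 4.6e-07), and TRAP was above Input in 4 of 4 mice. With the mouse number as a replicate block it was 2.74 (SE 0.18, edgeR adjusted p = 6.7e-07). In the annotation, 11.1% of its exon bases lay opposite exons of another gene, and 8.34% of its 50-base stretches occurred in other genes.

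Rpl10a (ENSMUSG00000037805; chromosome 17, 28328471 to 28331033, plus strand), which encodes the ribosomal protein commonly tagged in such lines, did not differ detectably between the groups. It was measured at 4.71 ± 0.78 CPM in Input and 4.83 ± 0.84 CPM in TRAP (SD, n = 4), from only 63 to 203 counts per library. Its log2 fold change was 0.050 (SE 0.18, edgeR adjusted p = 0.815), or 0.051 with the replicate block (adjusted p = 0.803), and TRAP was higher in 2 of 4 mice. The alternative that moved it most, an offset for GC content and transcript length chosen after seeing the data, gave -0.31. As 25.4% of the 50-base stretches of its transcript occurred in transcripts of other genes, its count is uncertain.

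The comparison of all genes asked which RNAs were more or less abundant in the pulled-down RNA than in the RNA before the pull-down. Of 16591 genes tested, 5853 were higher and 5117 lower in TRAP by the edgeR quasi-likelihood test, together 66.1% of the genes tested. With the mouse number as a replicate block, 5772 were higher and 5256 lower, and 10655 genes passed in both fits with the same sign, 315 only without the block and 373 only with it. The pairing was measurable: deviations from the group means of same-numbered TRAP and Input libraries had a mean correlation of 0.196 across genes (0.133, 0.268, 0.148 and 0.235 for mice 1, 2, 4 and 5), the highest of the 24 ways to pair the libraries, against 0.132 for the next. The median log2 fold change of all tested genes was 0.011. The count of higher genes moved most under a filter at a mean of 50 counts, which tested 13292 genes and gave 4925 higher and 4582 lower, and the count of lower genes moved most without the TRAP library of mouse 1, which gave 6265 higher and 5922 lower.

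The higher genes changed more than the lower ones. At least 2-fold differences were found for 2647 genes higher and 1346 lower in TRAP, or 2639 and 1505 with the replicate block. Among genes past the threshold the median log2 fold change was 0.91 for those higher and -0.74 for those lower. At least 4-fold differences were found for 886 genes higher and 62 lower, and at least 8-fold differences for 245 genes higher and 0 lower. The lower counts depended on the TRAP library of mouse 1: without it, 2980 genes were at least 2-fold higher and 2153 lower, and 317 were at least 8-fold higher and 29 lower. In all 4 mice, 5728 of the higher genes were higher and 4944 of the lower genes lower. All TRAP libraries lay above all Input libraries for 5523 tested genes and below them for 4640, together 61.3% of the genes tested, where random grouping would give 2.86%.

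**Figure D1:**
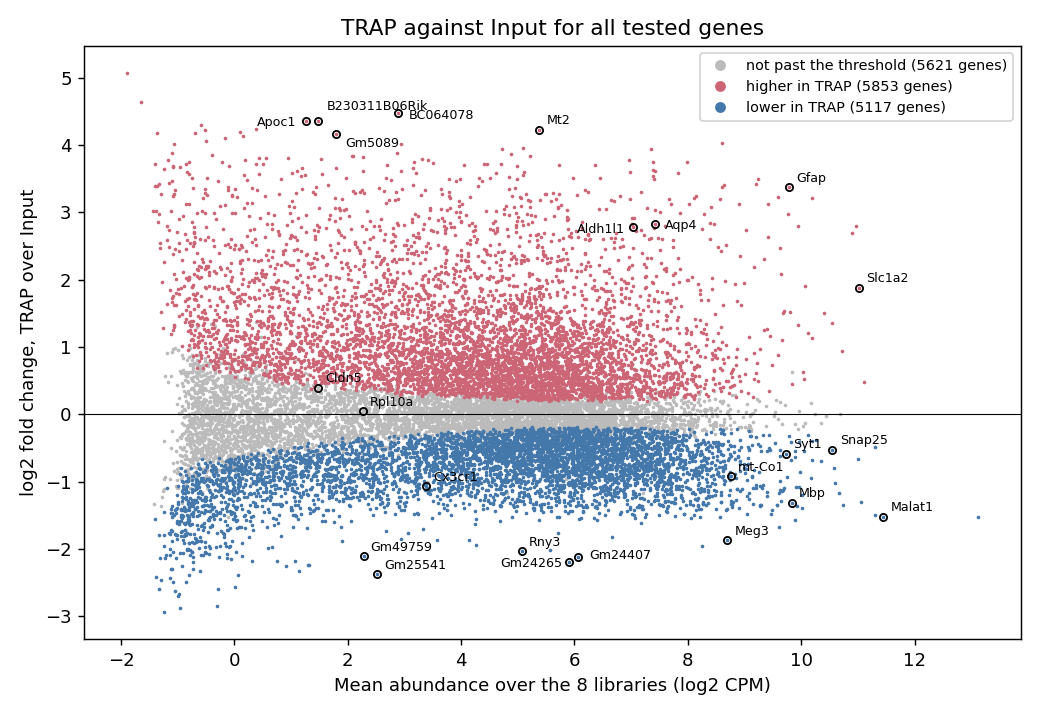
Log2 fold change of TRAP over Input against the mean abundance over the 8 libraries in log2 CPM, with a point per tested gene, coloured by the edgeR call at an adjusted p-value of 0.05, and rings on the named genes. The 5853 higher genes reach further from 0 than the 5117 lower genes, with 245 genes at least 8-fold higher and 0 lower, or 317 and 29 when the TRAP library of mouse 1 is left out.

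Named genes with the largest positive log2 fold changes were BC064078 (4.48, SE 0.24), Apoc1 (4.36, SE 0.31), B230311B06Rik (4.36, SE 0.25), Mt2 (4.23, SE 0.21) and Gm5089 (4.17, SE 0.25). All 5 were higher in 4 of 4 mice, with edgeR adjusted p-values between 1.7e-07 and 6.9e-07 without the block. Mt2 was the most abundant of them, at 9.77 ± 2.80 CPM in Input and 183 ± 38.04 CPM in TRAP (SD, n = 4). BC064078 rose from 1.56 ± 0.24 to 34.8 ± 10.5 CPM. Apoc1 was counted only 7 to 11 times per Input library, B230311B06Rik 7 to 13 times and Gm5089 10 to 18 times, so the sizes of these changes are imprecise, and BC064078 had 24 to 38 counts. The Mt2 count is uncertain as well, since 45.5% of its 50-base stretches occurred in other genes and 73.5% of its exon bases lay opposite exons of another gene, and the strand setting is not stated.

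The largest negative log2 fold changes belonged to Gm25541 (-2.38, SE 0.43), Gm24265 (-2.19, SE 0.59), Gm24407 (-2.12, SE 0.57), Gm49759 (-2.11, SE 0.24) and Rny3 (-2.04, SE 0.44). Each was lower in 4 of 4 mice, with edgeR adjusted p-values between 2.1e-05 and 0.0062. With the replicate block the log2 fold changes were -2.49, -2.85, -2.73, -2.15 and -2.18. Their sizes depended on the TRAP library of mouse 1, without which they were -3.09, -3.48, -3.33, -2.34 and -2.68. Gm25541, Gm24265, Gm24407 and Rny3 have transcripts of 126, 141, 141 and 102 bases, shorter than the 150-base reads. Gm24265 and Gm24407 each shared 41.3% of their 50-base stretches with other genes, and 19.7% of the exon bases of Gm49759 lay in exons of Pkm on the same strand, so these counts are uncertain.

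Other astrocyte genes chosen beforehand rose in TRAP. Gfap went from 280 ± 7.22 to 2910 ± 831 CPM (log2 fold change 3.38, SE 0.20, edgeR adjusted p = 2.8e-07). Aqp4 went from 65.2 ± 6.79 to 465 ± 99.8 CPM (log2 fold change 2.83, SE 0.16), and Slc1a2 from 1082 ± 83.8 to 3991 ± 705 CPM (log2 fold change 1.88, SE 0.15). All 3 were higher in 4 of 4 mice with no overlap between the groups. With the replicate block their log2 fold changes were 3.33, 2.81 and 1.87.

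Neuronal, oligodendrocyte and microglial genes chosen beforehand fell. Mbp had a log2 fold change of -1.31 (SE 0.17, edgeR adjusted p = 5.3e-05), Cx3cr1 of -1.07 (SE 0.21, adjusted p = 0.00078) and Syt1 of -0.58 (SE 0.15, adjusted p = 0.0048), each lower in 4 of 4 mice with no overlap between the groups. Snap25 passed the threshold (-0.52, SE 0.18, adjusted p = 0.025), although it was lower in only 3 of 4 mice and its groups overlapped. With the replicate block the adjusted p-values were 4.6e-05, 0.00053, 0.0027 and 0.016 for Mbp, Cx3cr1, Syt1 and Snap25. The endothelial gene Cldn5 did not differ detectably at 36 to 157 counts per library (0.39, SE 0.24, adjusted p = 0.173; with the block 0.35, adjusted p = 0.212).

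Long non-coding RNAs that are retained in the nucleus and a mitochondrial mRNA were included as RNAs outside the cytosolic ribosome. Malat1 went from 5063 ± 721 to 1766 ± 1124 CPM (log2 fold change -1.52, SE 0.33, edgeR adjusted p = 0.0019) and Meg3 from 884 ± 231 to 241 ± 181 CPM (log2 fold change -1.87, SE 0.42, adjusted p = 0.0020), both lower in 4 of 4 mice. With the replicate block the log2 fold changes were -1.69 and -2.11. Opposite-strand exons covered 6.49% of Malat1 and 6.79% of Meg3. The mitochondrial mRNA mt-Co1 went from 644 ± 125 to 341 ± 215 CPM (log2 fold change -0.92, SE 0.35, adjusted p = 0.037), but was higher in TRAP in 1 of 4 mice. The replicate block gave -1.12 (adjusted p = 0.0045). As 51.1% of the 50-base stretches of mt-Co1 occurred in other genes, its count is uncertain.

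**Figure D2:**
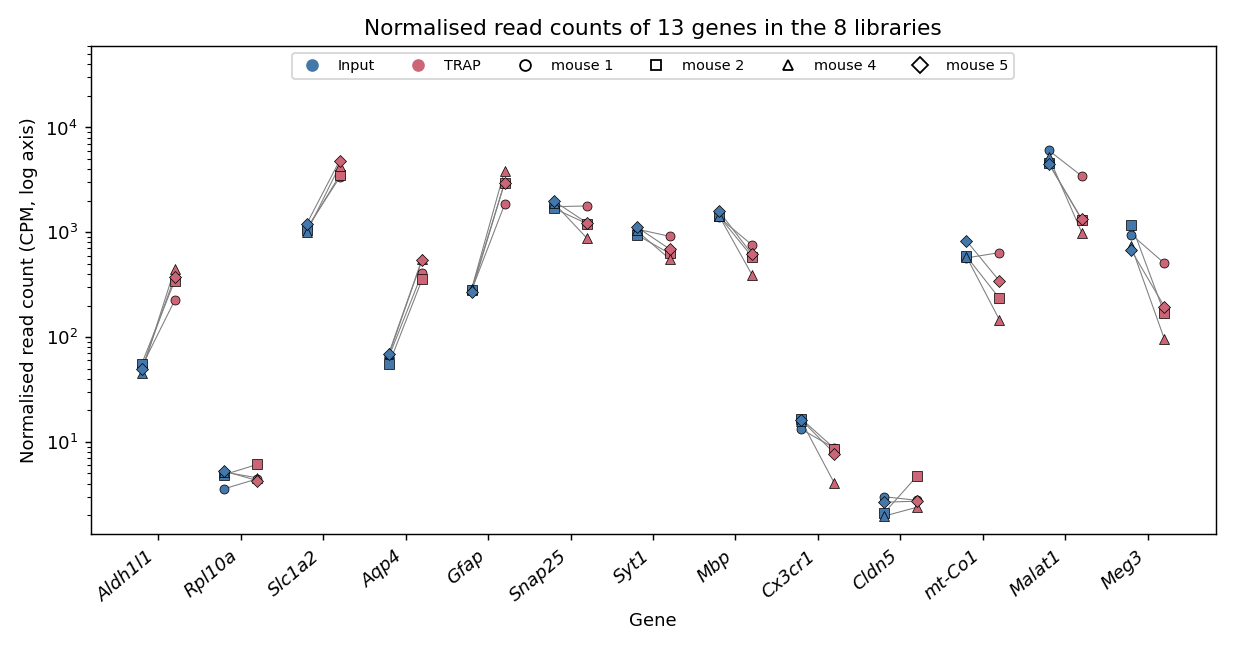
Normalised read counts (CPM, log axis) of 13 genes chosen beforehand, with a point per library, blue for Input and red for TRAP, and grey lines joining the libraries of a mouse. Aldh1l1, Slc1a2, Aqp4 and Gfap rise in every mouse, Rpl10a and Cldn5 overlap, and mt-Co1 falls in mice 2, 4 and 5 but not in mouse 1.

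Gene lists were compared to measure enrichment beyond single genes. The astrocyte list, 20 markers, had a score of 6.75 ± 0.061 log2 CPM in Input and 9.64 ± 0.35 in TRAP (SD, n = 4), a difference of 2.89 (exact permutation p = 0.0286, adjusted 0.0381), and was higher in 4 of 4 mice. All 20 genes passed the threshold as higher, whether p-values were adjusted over all tested genes or over the list alone. The alternative that moved this score most, the median over list genes in place of the mean, gave a difference of 3.33. Limma's fry test gave an adjusted p of 0.00015 without and 0.0024 with the replicate block. The same-numbered libraries deviated together with the mean correlation of 0.196 given for all genes.

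Lists of other brain cell types were lower in TRAP or did not differ. The neuron list differed by -1.0 (8.39 ± 0.041 against 7.39 ± 0.42, SD, n = 4; exact permutation p = 0.0286, adjusted 0.0381). Of its 20 genes, 19 were lower and 0 higher, the same at an unadjusted p-value under 0.05; the exception, named after its values were seen, was Vip (log2 fold change 0.07). The oligodendrocyte list differed by -0.61 (7.07 ± 0.16 against 6.47 ± 0.27; exact p = 0.0286, adjusted 0.0381), with 14 of 20 genes lower and 2 higher, Gjc3 (0.41) and Nkx6-2 (0.75), also named after their values were seen. The microglia list differed by -0.58 (2.50 ± 0.092 against 1.92 ± 0.24; exact p = 0.0286, adjusted 0.0381), with 9 of 19 tested genes lower. These 3 lists were lower in 4 of 4 mice, and adjustment over the list alone gave the same numbers of genes. With the replicate block, fry gave adjusted p-values of 0.0267, 0.0326 and 0.0267 for neuron, oligodendrocyte and microglia lists, against 0.0040, 0.0101 and 0.0040 without it.

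The endothelial list did not differ between the groups, at 1.24 ± 0.038 in Input and 1.08 ± 0.16 in TRAP (SD, n = 4; difference -0.17, exact permutation p = 0.143, adjusted 0.143), and TRAP was higher in 1 of 4 mice. Of its 19 tested genes, 2 were higher and 3 lower when adjusted over all tested genes, and 1 was higher and 1 lower when adjusted over the list alone. Slc2a1 (log2 fold change 1.28) and Eng (0.50), named after their values were seen, were the higher ones. Fry gave adjusted p-values of 0.209 without and 0.264 with the replicate block.

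Of the 13 mitochondrially encoded mRNAs, 7 had enough counts to be tested. Their list score was 7.02 ± 0.49 in Input and 5.57 ± 1.11 in TRAP (SD, n = 4), a difference of -1.44 that did not pass the threshold (exact permutation p = 0.114, adjusted 0.131), with TRAP higher in 1 of 4 mice. Without the block, 2 of the 7 genes were lower when adjusted over all tested genes and 0 when adjusted over the list alone, against 5 at an unadjusted p-value under 0.05. With the replicate block, all 7 were lower when adjusted over all tested genes, although fry over the list did not pass the threshold with the block (adjusted p = 0.121) or without it (0.0735). The other 6 mRNAs had at most 1 count in any library.

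The score of the cytosolic ribosomal protein genes rose from 3.66 ± 0.029 to 4.08 ± 0.10 (SD, n = 4; difference 0.42, exact permutation p = 0.0286, adjusted 0.0381), higher in 4 of 4 mice. The difference was 0.39 with RLE factors and 0.39 with library totals only, but -0.050 under the GC and length offset chosen after seeing the data, where the direction flipped (adjusted p = 0.0327 by the exact permutation test, 0.359 by fry in limma with the replicate block). Of 76 tested genes, 52 were higher and 4 lower, or 48 and 4 with the replicate block. The lower ones, named after their values were seen, were Rpl5, Rpl9, Rpl27a and Rps15a. The counts of this list are uncertain, since 23 of its 77 genes shared more than 50% of their 50-base stretches with other genes. The nuclear-retained long non-coding RNAs fell from 7.29 ± 0.20 to 5.83 ± 0.66 (difference -1.46, exact permutation p = 0.0286, adjusted 0.0381), lower in 4 of 4 mice, with 9 of 10 genes lower, and the difference was -0.92 under the same offset. The exception, named after its values were seen, was Peg13 (0.024). Fry with the replicate block gave adjusted p-values of 0.0073 for ribosomal protein genes and 0.0267 for nuclear-retained RNAs, against 0.0013 and 0.0040 without it.

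**Figure D3:**
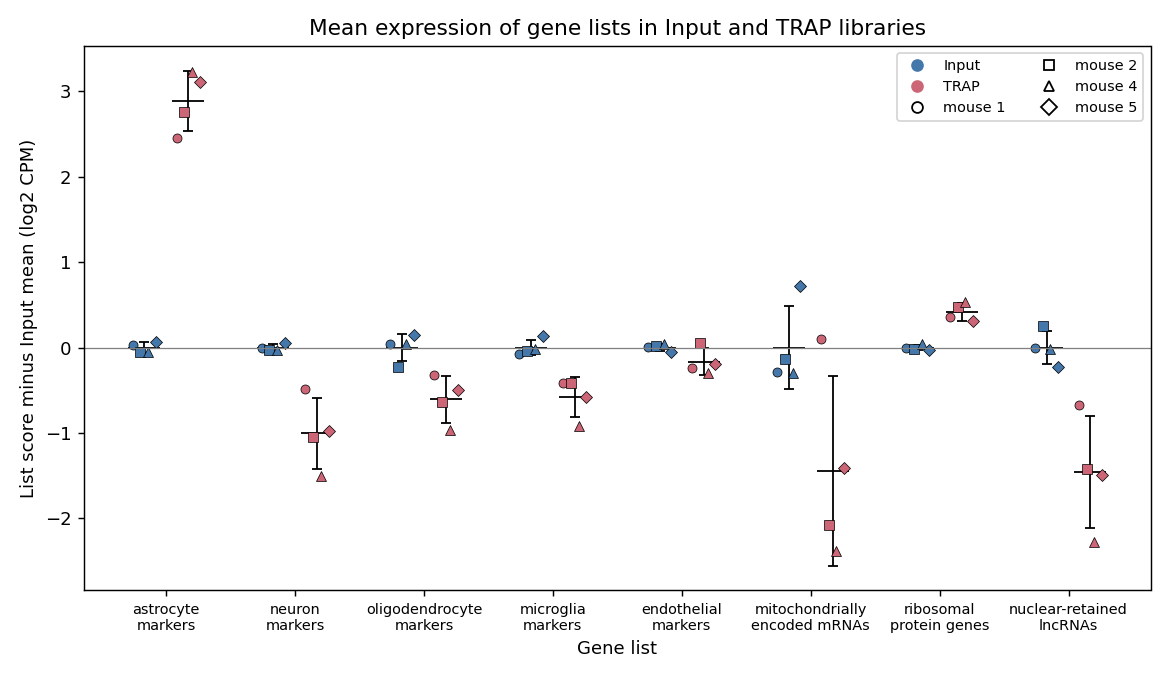
List scores of the 8 gene lists relative to the Input mean (log2 CPM), with a point per library, blue for Input and red for TRAP, symbols for the mice, and bars for the mean and SD of each group. The astrocyte list lies 2.89 above Input, and the TRAP library of mouse 1 is the TRAP library nearest Input for the astrocyte, neuron, oligodendrocyte, mitochondrial and nuclear-retained lists. For the microglia list it lies nearly level with the TRAP library of mouse 2 (scores of 2.089 and 2.087 log2 CPM).

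HTSeq's own counters described how the libraries were mapped. Reads not aligned made up 9.87% ± 0.94 of all counted rows in Input and 19.1% ± 3.02 in TRAP (SD, n = 4; difference 9.23 percentage points, exact permutation p = 0.0286, adjusted 0.0476), higher in 4 of 4 mice. Rows assigned to a gene made up 45.2% ± 1.92 and 40.7% ± 0.70 (difference -4.48, exact permutation p = 0.0286, adjusted 0.0476), lower in 4 of 4 mice. Reads outside any gene made up 6.98% ± 0.62 and 5.503% ± 0.97 (difference -1.48, exact permutation p = 0.0286, adjusted 0.0476). Ambiguous reads (2.18% ± 0.090 and 2.05% ± 0.039) and alignments that were not unique (35.8% ± 1.00 and 32.6% ± 2.00) did not pass the threshold (exact permutation p and adjusted p = 0.0571 for both). The choice of denominator mattered most: over uniquely aligned reads only, the difference in reads assigned to a gene was 1.26 percentage points and did not pass the threshold (adjusted exact permutation p = 0.286). No read was counted as too low in quality.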

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

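The tests of label exchange and of mitochondrial carry-over were chosen only after the result was seen. Each value below lay farther from the other 3 libraries of its group than Dixon's 95% limit for 4 samples allows. Of 74 groups of 4 libraries examined, 7 did so, where 3.7 would by chance, so single cases may be chance. The tests that bear on TRAP library 1 include the difference of -0.0672 between both estimates of its share of Input RNA, given below.

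TRAP library 1 accounted for 3 of the 7 cases. Gm24265 was highest there, at 6.584 log2 CPM against 3.704 to 4.008 in the other TRAP libraries. Gm24407, which lies beside it and shares sequence, was highest there too, at 6.73 against 3.864 to 4.313. Apoc1 was lowest there, at 2.494 against 3.513 to 3.692. All 3 values lay on the side of the Input libraries. A candidate explanation is carry-over of Input RNA into that pull-down. If a fixed share of the library were Input RNA, genes low in the other TRAP libraries and genes high in them should give the same share. They gave 0.341 from 1300 lower genes and 0.408 from 1997 higher genes, a difference of -0.0672, inside the limit of 0.1 set beforehand. On simulated mixtures the estimate erred by at most 0.0353, but there the other TRAP libraries were given the same profile. In the data they differed: TRAP library 4 gave shares of -0.332 and -0.447, a difference of 0.115, outside the same limit. The simulated error may therefore understate the error in these data. Library depth was not the cause, since after thinning to the smallest library TRAP library 1 still lay 74.17% of the way from the Input mean to the TRAP mean on the first principal component, nearest to Input of the 4 TRAP libraries. Leaving out the 10 most abundant genes gave 74.03%. An exchange of labels with an Input library was ruled against by its astrocyte list score, 2.381 above the highest Input library. Carry-over was not tested on the 3 flagged genes themselves. The 19 short non-coding RNAs described below, which include Gm24265 and Gm24407, gave a larger median share of Input RNA, 0.661. A fixed share was thus not shown to account for the flagged values. Sequence sharing of Gm24265 and Gm24407 was not tested as a cause. No biological explanation was tested. Sex-linked counts differed within each group, but TRAP library 4, which like library 1 had counts of Y-linked genes, lay at the other end of the first principal component (93.9 against 29.9).

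The mitochondrially encoded mRNAs stood apart in Input library 5, with a list score of 7.738 against 6.714 to 6.883 in the other Input libraries. One of them, mt-Co1, was highest in the same library, at 9.699 log2 CPM against 9.153 to 9.206, so these 2 cases are not independent. Mt2 was also highest in Input library 5, at 3.812 against 3.03 to 3.132. The total of that library, 19569012 counts, lay between those of the other Input libraries, which speaks against depth. Looked up after these values were seen, mt-Rnr2, mt-Rnr1 and Rn7sk were highest among the Input libraries there too, at 2.38%, 0.817% and 0.511% of counts against at most 1.78%, 0.4997% and 0.405%. Input library 2, which like library 5 had counts of Xist, had a mitochondrial list score of 6.883. No other explanation was tested for this library, and the cause is not known.

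Cx3cr1 was lowest in TRAP library 4, at 2.037 log2 CPM against 2.968 to 3.137 in the other TRAP libraries, from 76 counts. That library also lay farthest from Input on the first principal component, at 93.9, and its shares of Input RNA relative to the other TRAP libraries were negative, -0.332 from lower genes and -0.447 from higher genes. Whether this accounts for the low Cx3cr1 value was not tested.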

How the results depend on the processing

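The GC and length offset was added after seeing the data. Across 10 alternatives that kept all 8 libraries, genes higher in TRAP numbered 4925 to 6356 and genes lower 4582 to 5454, all within 1.5 times the reported counts, as were those at least 2-fold higher (2054 to 3289) and lower (986 to 1876). The share of higher genes among those past the threshold ran from 50.6% to 55.9%, against 53.4% as reported. Without a filter on low counts, 34834 genes were tested and the median log2 fold change of all genes was -0.11. Of the 10970 genes reported, 97.1% passed with the same sign under the replicate block, 93.5% after thinning and 83.9% under the GC and length offset. When each library was left out in turn, genes at least 2-fold lower ranged from 1070 to 2153, the highest without TRAP library 1.

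Aldh1l1 stayed higher in TRAP and past the threshold, with log2 fold changes from 2.74 to 2.92 under the same 10 alternatives and from 2.64 to 2.95 with a library left out. Rpl10a changed sign when counts were thinned (-0.013), under the GC and length offset (-0.31) and under the replicate block with that offset (-0.31), and ranged from -0.078 to 0.11 across the fits that each left out one library. Its adjusted p-values ran from 0.120 to 0.958 and never passed the threshold, and its 63 to 203 counts per library limit what could be detected. Cldn5 reversed under the replicate block with the GC and length offset (-0.0038). The cause was not tested for thinning or Cldn5. Of 208 values of the 21 other named genes under alternatives, 206 kept their direction and side of the threshold, 1 was weaker (mt-Co1 with DESeq2) and Cldn5 reversed. With a library left out, 158 of 168 did so and 10 were weaker, all for mt-Co1 or Snap25. Removal of the 10 most abundant genes gives no value for Malat1 and Slc1a2, which are among them.

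Under the GC and length offset, the difference of the ribosomal protein list reversed to -0.050, a score difference that takes no account of the replicate block. It was past the threshold by the exact permutation test without the block (adjusted p = 0.0327). The list was not past the threshold by fry in limma with the block (adjusted p = 0.359), for which no separate score difference was estimated. The mitochondrial mRNA list had a score difference of -1.90 under the offset. It passed the threshold by both tests (adjusted p = 0.0327 by the exact permutation test without the block and 0.0462 by fry in limma with it). Adjusted p-values over all settings ran from 0.0013 to 0.359 for the ribosomal list and from 0.0327 to 0.229 for the mitochondrial list. The other 6 lists kept their side of the threshold in all 9 alternatives, which leave all libraries in, and their direction wherever it was estimated. Their differences there ran from 2.86 to 3.33 for astrocytes, -1.12 to -0.997 for neurons, -0.70 to -0.57 for oligodendrocytes, -0.82 to -0.58 for microglia, -0.34 to -0.17 for endothelial cells and -1.50 to -0.92 for nuclear-retained RNAs, where -0.82 and -0.92 came from the GC and length offset. Their differences with a library left out ran from 2.77 to 3.04 for astrocytes, -1.16 to -0.83 for neurons, -0.69 to -0.49 for oligodendrocytes, -0.63 to -0.47 for microglia, -0.23 to -0.12 for endothelial cells and -1.72 to -1.19 for nuclear-retained RNAs. They ran from -1.95 to -1.13 for mitochondrial mRNAs and from 0.38 to 0.46 for ribosomal proteins. Leaving out any Input library took the lists that had passed to adjusted exact permutation p-values of 0.0571 to 0.0762, with no change of direction, as did leaving out TRAP library 4 for oligodendrocytes. In all these fits the groups still did not overlap. The unadjusted exact permutation p was 0.0286, the smallest possible for 3 against 4 libraries, or 0.0571. Without TRAP library 1, 2 or 5, which leaves as many libraries, the same lists stayed past the threshold (adjusted exact permutation p = 0.0327 to 0.0381). The number of libraries alone thus does not account for the loss of the threshold. Where the exact permutation p was 0.0571, another split gave a difference at least as large, although the groups did not overlap. Fewer lists then held the smallest p, so the adjustment over all lists also raised the adjusted p of those at 0.0286. Why those other splits gave such differences was not tested. The mitochondrial list passed the threshold without TRAP library 1, the only TRAP library at the Input level (7.12 against 4.63 to 5.61 in the others). The endothelial list did so without TRAP library 2, the only TRAP library above all Input libraries (1.30 against at most 1.28). With the respective library left out, the groups no longer overlapped in either list.

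Over uniquely aligned reads only, the difference in reads outside genes was -1.49 percentage points and no longer passed the threshold (adjusted exact permutation p = 0.286). Ambiguous reads (0.23, adjusted exact permutation p = 0.0857) and reads assigned to a gene (1.26, adjusted p = 0.286) changed sign without passing it, so no difference was detected in either. The unaligned and not-unique counters have no value under that choice. With a library left out, differences ran from -1.78 to -1.11 for reads outside genes, 8.46 to 10.7 for reads not aligned, -4.01 to -2.38 for alignments not unique and -5.03 to -3.56 for rows assigned to a gene, each with some fits on the other side of the threshold.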

Other observations

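The tests of the pairing over all genes, of the mitochondrial mRNAs in TRAP library 1, of label exchange and of the ribosomal protein list under the offset were chosen only after the result was seen, as were the classes of RNA and the length groups described here.

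The number of genes past the threshold was compared with other splits of the 8 libraries. Of the 8 splits that part all 4 same-numbered pairs, 1 gave as many genes, the real one, and likewise 1 of 8 for genes at least 2-fold apart. With 8 splits the share cannot fall below 0.125, so these splits alone cannot exclude a random grouping. The other 7 gave 0 genes at an adjusted p-value under 0.05 and between 18 and 2870 at an unadjusted one, against 10970 and 11503 for the real split. Over all 35 splits, 27 of which part fewer pairs, the largest number besides the real one was 5 genes. Technical explanations were tested as well. A per-library offset on GC content and transcript length left 83.91% of the genes past the threshold with the same sign, or 83.39% when combined with the replicate block, and thinning to the smallest library left 93.51%. Under the offset the Spearman correlation of log2 fold change with length over protein-coding genes was -0.04019 in place of -0.351, and that with GC content was -0.04015 in place of -0.0090. Most of the differences thus remained when the relation with length was largely removed or depth was made equal, and other forms of bias were not tested here.

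Same-numbered TRAP and Input libraries deviated together from their group means, with a mean correlation across genes of 0.1962, first among the 24 possible pairings. Without genes on chromosomes X and Y it was 0.1433, still first of 24, with 0.0764 for the next, so sex-linked genes alone do not account for it. The correlations for mice 1, 2, 4 and 5 were then 0.0878, 0.2089, 0.1002 and 0.1761. The largest correlation between differently numbered libraries, 0.1125, lay above those of mice 1 and 4, so these values leave the pairing of mice 1 and 4 less certain.

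TRAP library 1 departed from a uniform mixture in some RNAs. The 7 tested mitochondrially encoded mRNAs stood at a median of 104.5% of the Input level in it and 26.5% in the other TRAP libraries, equal to a share of Input RNA of 1.061. That is far above the 0.341 and 0.408 estimated from other genes, so carry-over at one fixed share may account for much of the library but not for these mRNAs. An exchange of labels was ruled against by the astrocyte list score, 2.381 above the highest Input library. Mitochondrial ribosomal RNAs gave a share of 0.852, the nuclear RNA Rn7sk 0.988 and 19 short non-coding RNAs a median of 0.661, whereas nuclear-retained long non-coding RNAs gave 0.506, neuron markers 0.443, astrocyte markers 0.380 and oligodendrocyte markers 0.326. These sets, other than the lists fixed beforehand, were chosen after their values were seen. The nuclear-retained RNAs lay close to the neuron markers, which goes against carry-over that favours all RNA outside cytosolic ribosomes, and the reason for the higher shares was not tested.

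The 6 mitochondrially encoded mRNAs with at most 1 count in any library were mt-Co2, mt-Atp8, mt-Atp6, mt-Co3, mt-Nd3 and mt-Nd4l, named after their values were seen. A candidate explanation is that their reads also align to nuclear copies and are not counted as unique. The median percentage of their 50-base stretches found in transcripts of other genes was 99.16, against 7.61 for the 7 other mitochondrial mRNAs. In 5 of the 6 it was at least 90, and the exception, mt-Atp8, had 0. Copies in the genome outside annotated transcripts were not searched. The value of mt-Atp8 therefore cannot decide whether shared reads explain its lack of counts, for which no other cause was tested. For the other 5, a lack of counts cannot be read as a lack of expression.

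Ribosomal protein genes shared a median of 36.51% of their stretches with other genes, against 0 for each list of cell-type markers. The level of 50% set beforehand for calling shared reads a sufficient reason for their low counts was not reached, so shared reads may lower these counts without being shown to explain them. The rise of this list in TRAP was reversed by the GC and length offset, under which the difference was -0.05007 in place of 0.42. The offset combines GC content and transcript length, and neither was tested alone, so which of them the reversal depends on is not known.

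Shorter transcripts were higher in TRAP. Across 14379 protein-coding genes, which are not independent replicates, the Spearman correlation of log2 fold change with the length of the longest transcript was -0.351, the same to 3 digits with the replicate block, while that with GC content was -0.0090. It was -0.280, -0.393, -0.343 and -0.317 in mice 1, 2, 4 and 5. From the shortest to the longest of 4 equal groups of genes, with median lengths of 1640, 2891, 4132 and 6456 bases, the median log2 fold change went 0.48, 0.10, -0.085 and -0.34, and the percentage of genes higher in TRAP went 56.1, 39.8, 29.6 and 19.6. Differences between cell types in transcript length might produce this. Over genes less than 2-fold apart the correlation was -0.3184, which does not settle it, because cell types also differ by less than 2-fold and the genes were chosen by the fold change itself. Comparing TRAP library 1 with the other TRAP libraries gave 0.3006, the opposite sign, which follows from its position between the groups and says nothing on the cause. RNA fragmentation during the pull-down and coverage bias along transcripts were not tested, so the relation cannot be told apart from them or from differences between cell types.

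Classes of RNA differed in direction. Of 73 short non-coding RNAs tested, 54 were lower and 4 higher in TRAP. Of 381 genes in the class that GENCODE calls TEC, 218 were lower and 35 higher. Of 287 pseudogenes, 27 were lower and 99 higher. Among 14379 protein-coding genes 31.4% were lower and 36.3% higher, and among 1454 long non-coding RNAs 20.4% were lower and 33.8% higher. No explanation was tested for these differences.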
